A study of Homo sapiens with 14 samples. Its data were reported in "SFPQ directs histone H3.3 deposition to R-loops in DNA repeats to protect genome stability" (2026).

How the data were processed

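ChIP-seq libraries of U-2 OS cells were prepared with antibodies against SFPQ, DAXX and histone H3.3, with paired-end reads of 150 bp. The cells had received control siRNA or siRNA against SFPQ at 30 nM. Per the labels, 2.5 µg of antibody was used for DAXX and for SFPQ and 1.5 µg for H3.3. The 14 samples formed 7 groups of 2: SFPQ, DAXX, H3.3 and background libraries from control cells, and DAXX, H3.3 and background libraries from siSFPQ cells. The titles call the background libraries input, whereas their antibody label names normal rabbit IgG, so they are called background libraries here. The treatment label of the knockdown samples names both a control and siSFPQ, and the groups follow the titles.

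The authors processed the reads with the ChIP-AP pipeline, which combines FastQC, BBDuk, Trimmomatic, BWA-MEM alignment to GRCh38, peak calling by MACS2, SICER2, HOMER and Genrich, merging of the callers' peaks and HOMER annotation. Versions are not given in the sources used here. Each of the 10 deposited lists compares 1 group with another and pools the 2 replicates of each. Every peak in the files was named by at least 2 of the 4 callers. The fold per peak is the authors' ratio of a ChIP over its comparison library as MACS2, SICER2 and HOMER each give it. The p-value of each caller and the Genrich score are likewise deposited per peak, and neither was used in a test here. The GC content of each peak is deposited as a fraction of its reference sequence, and the CpG column was not used. No value per replicate is in the lists used here, and the depth of each sample is unknown from them.

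Before the data were examined, a peak was set to count as present when at least 3 of the 4 callers named it, and peaks were set to overlap when they shared at least 100 bp, both as in the study's methods. Of 130619 peaks in the files, 43634 met the first rule. The other tests, alternatives, gene groups, repeat families and the rule for named peaks were fixed at the same time, apart from those the closing section names as later. DAXX, H3.3 and SFPQ lists were compared as called against the background of their own cells. Each peak was put into 1 of 16 annotation categories from its detailed HOMER annotation. Repeat families were taken from the same column, with peaks within 500 kb of a chromosome end and within 2 Mb of an alpha satellite peak counted as regions. Simple repeats of the GAATG type were called SatIII-type.

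Shares were given with Wilson 95% intervals, and lists were compared per category, over 26 families and regions, and over 13 gene groups with Fisher's exact test, two-sided, adjusted by the Benjamini-Hochberg method at a threshold of 0.05. These tests compare pooled lists of peaks, not replicated conditions. The genes of a group were those nearest to a promoter-TSS peak, set against all genes with such a peak in any list. Overlaps were set against 1000 random placements of the second list on the peaks' own chromosomes, with a one-sided permutation p whose smallest value is 0.000999. The share of intronic and exonic peaks in genes of 100 kb or longer was set against 1000 random placements within genes. Loss of a control DAXX peak meant no overlapping siSFPQ DAXX peak, and odds ratios within strata were Mantel-Haenszel estimates. The fold of a peak was the geometric mean over the callers that gave one. It served to describe and rank peaks. Coordinates are those of the files, on hg38 and counted from 1. A GC content computed from the reference for 43634 peaks lay within 2 percentage points of the deposited one for 43484.

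The named peaks were the 10 with the highest fold, 1 per nearest gene, in each of 8 rank lists. These covered chromosomes 1 to 22 and X and left out peaks over a background-against-background peak. The lists were control DAXX peaks shared with SFPQ, promoter-TSS DAXX peaks kept, only in control and only after siSFPQ, SFPQ peaks, both direct lists and kept promoter-TSS H3.3 peaks. Not every peak that the rule picks is named in the text. A fixed set of loci was reported whatever its values.

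The statistics were tested on simulated data at the sizes of the real lists. With no true overlap of SFPQ and DAXX, 4% of 200 simulations gave a permutation p under 0.05, and with 150 planted overlaps the median count was 157. For the loss of DAXX peaks, 95.4% of 1000 intervals held a planted odds ratio of 2, and where loss followed GC content the stratified estimate was 2.04 against 5.60 without strata. With the DAXX lists mixed, 2.5% of 200 simulations called any category, and 3% did with the H3.3 lists mixed. A planted difference of 10 points was recovered in 99% of simulations at the size of the DAXX lists, and one of 2 points in 69% at the size of the H3.3 lists. Genes drawn at random gave a called gene group in 1% of 100 simulations. Random midpoints gave a p under 0.05 for long genes in 5% of 40 simulations.

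The alternatives were all 4 callers, every peak of the files, a fold of at least 2, chromosomes 1 to 22 and X, lists without peaks over background peaks, covered base pairs, lists of equal length, an overlap of 1 bp or of 50% of both peaks, rotation of the peaks along chromosomes, and strata of fold and category. Analyses ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.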

Results

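SFPQ, the histone chaperone DAXX and the histone variant H3.3 were mapped by ChIP-seq in U-2 OS cells, an osteosarcoma line. SFPQ is a nuclear protein that binds RNA and DNA and is part of paraspeckles. DAXX deposits H3.3 together with ATRX, mainly in heterochromatin and at repeats. The study describes ATRX as silenced by epigenetic means in this line. Cells received control siRNA or siRNA against SFPQ (siSFPQ), and 14 samples fell into 7 groups of 2. SFPQ was mapped in control cells only, so these data hold no check of the knockdown. The lists pool the 2 replicates of a group, and the depth of each sample is unknown from them. No value therefore has a spread between replicates. Intervals of shares are 95% Wilson intervals that cover counting error of peaks only. Those of odds ratios and medians are also 95% intervals over peaks, so none covers a difference between replicates. Folds are the authors' per-peak values over a background library, or over the control ChIP in the direct lists. They are averaged over the callers that gave one, unless a single caller is named.

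The SFPQ list shows where the protein was found in control cells. SFPQ peaks lay mostly in LINE elements, with 268 of 985 peaks, between genes, with 249, and in introns, with 206. Satellites held 64 and simple repeats 41, while no SFPQ peak was annotated to a promoter-TSS region, which allows a share of up to 0.388%. L1 elements other than the young L1PA and L1HS families held 217 peaks, alpha satellite 46 and SatIII-type repeats 18. The highest folds were at alpha satellite sequence, 31.6 on chromosome 17 (24812944 to 24814435, nearest gene LOC105371703) and 18.2 on chromosome 20 (28299397 to 28300250, nearest gene FRG1CP), and at another satellite on chromosome 4, 24.6 (51107017 to 51107800, nearest gene DCUN1D4). The callers' folds differed widely: 5.52 (MACS2), 49.2 (SICER2) and 116 (HOMER) in the first, 4.12 (MACS2) and 80.5 (HOMER) in the second and 1.97 (SICER2) and 307 (HOMER) in the third. Among the next were peaks with ACTR3BP5, MTRNR2L1, CWH43, PROS1, SNORD3B-1 and LOC102723769 as nearest genes. Those of ACTR3BP5, MTRNR2L1, CWH43 and PROS1 lay in alpha satellite, 824071 to 2273182 bp from the gene's start. Of 340 intronic and exonic SFPQ peaks inside genes, 83.2% (78.9 to 86.8) lay in genes of 100 kb or longer, against 71.9% of random placements (permutation p = 0.000999, the smallest that 1000 placements can give). The same share was 60.8% for control DAXX against 67.5% at random and 59.3% for control H3.3 against 66.5%, both below random placement (permutation p = 0.005 and 0.000999). After siSFPQ it was 35.4% for DAXX against 63.2% at random and 51.9% for H3.3 against 65.2%. These placements were not matched on GC content, whose median was 33.5% in SFPQ peaks and 39.5% in random windows. A preference of SFPQ for long genes apart from GC content was therefore not tested. When the same SFPQ libraries were called against the background of siSFPQ cells, the list held 722 peaks, and 130 of the 985 peaks (13.2%, 11.2 to 15.5) overlapped one of them. In the second list 8 peaks (1.11%, 0.563 to 2.17) lay at promoter-TSS regions, above the limit given for the first, and 12.0% in SINE elements against 4.57%. The median GC content was 33.5% in the first list and 38.4% in the second.

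The overlap of the control lists addresses whether SFPQ and DAXX occupy the same places. Of 1435 control DAXX peaks, 150 overlapped an SFPQ peak (10.5%, 8.97 to 12.1). The shared peaks concentrated in repeats near centromeres: 34 lay in satellites, 27 in simple repeats and 63 within 2 Mb of an alpha satellite peak. All 18 DAXX peaks at SatIII-type repeats and 21 of the 35 at alpha satellite were shared. None of the 453 DAXX peaks at promoters was. Of the 150 shared peaks, 68 overlapped no background-against-background peak. The shared peaks with the highest DAXX fold were at alpha satellite, with LOC105371703 (58.5, chromosome 17, 24812910 to 24814363), DCUN1D4 (26.8, chromosome 4, 50881537 to 50882852) and ACTR3BP5 (8.24, chromosome 10, 40412770 to 40414388) as nearest genes. The callers' folds ran from 9.72 (MACS2) to 210 (HOMER) in the first of these and from 8.70 (MACS2) to 116 (HOMER) in the second. The others, in order of fold, had SNORD3B-1, MTRNR2L1, PROS1, SNORD3D, CXADRP2, NCKAP5 and DEFB115 as nearest genes. Several of these genes are far away. The distance to the gene's start was 2275605 bp for LOC105371703, -960806 bp for DCUN1D4 and 1716983 bp for ACTR3BP5. It was 1060407 bp for MTRNR2L1 and 2273213 bp for PROS1. SNORD3B-1 and SNORD3D are genes of the U3 small nucleolar RNA.

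Random placement gave 7.70 shared peaks on average and at most 16, so the overlap was 19.5 times that of random placement (permutation p = 0.000999). Against other DAXX peaks, the shared peaks were enriched in satellites (22.7% against 1.56%, adjusted p = 5.5e-21, Fisher's exact test), simple repeats (18% against 1.48%, adjusted p = 1.4e-15) and intergenic sequence (29.3% against 13.4%, adjusted p = 7e-06). They were depleted at promoter-TSS regions (0 of 150 against 35.3%, adjusted p = 1.3e-25, Fisher's exact test). Of 26 repeat families and regions, 5 passed the test, all with a higher share among shared peaks, and 4 passed without peaks over background peaks. Both lists were called against the same control background libraries, so part of the excess may come from these, and the ratio was 6.32 with SFPQ called against the siSFPQ background. It was between 7.46 and 124 under the other settings listed in the closing section.

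**Figure D1:**
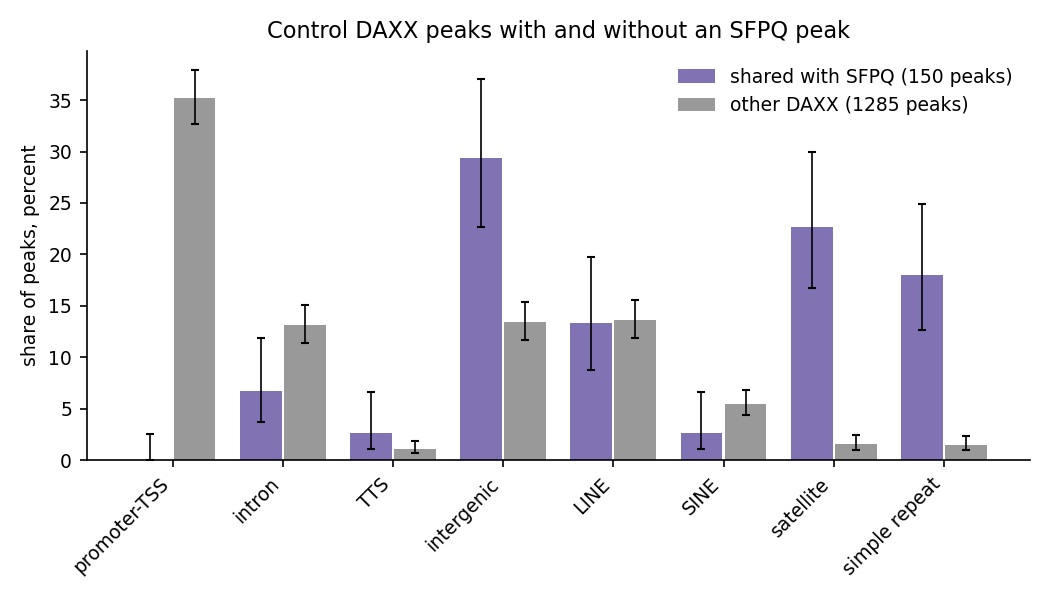
Share of control DAXX peaks per annotation category (percent), for the 150 peaks that overlap an SFPQ peak and the 1285 that do not, with 95% Wilson intervals. Categories with more than 3 shared peaks are drawn, with promoter-TSS, which holds 0 shared and 453 other peaks.

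The DAXX lists of control and siSFPQ cells address whether DAXX changes place when SFPQ is depleted. The promoter-TSS share of DAXX peaks was 31.6% (29.2 to 34.0) in control cells and 47.0% (44.3 to 49.8) after siSFPQ. The share at CpG islands was 4.32% in control cells and 7.82% after siSFPQ. LINE elements went the other way, from 13.6% to 3.00%, as did intergenic sequence, from 15.1% to 7.98%. The number of DAXX peaks was 1435 in control cells and 1266 after siSFPQ, a ratio of 0.882, with 453 and 595 at promoter-TSS regions and 982 and 671 elsewhere. Among repeat families, L1 elements other than L1PA and L1HS had 152 and 25 peaks, alpha satellite 35 and 36, and SatIII-type repeats 18 and 10.

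Of the 16 categories, 5 passed the test between the lists. These were promoter-TSS (odds ratio 1.92, adjusted p = 1.8e-15, Fisher's exact test), CpG islands (1.88, adjusted p = 0.000656), LINE (0.197, adjusted p = 2.8e-23), intergenic (0.489, adjusted p = 5.4e-08) and 3' UTR, with 8 and 0 peaks (adjusted p = 0.0275). Among families and regions only L1 other than L1PA and L1HS passed (odds ratio 0.170, adjusted p = 6.4e-20, Fisher's exact test). The satellite share did not pass (3.76% and 4.66%, adjusted p = 0.333, Fisher's exact test). With all 4 callers required the peak count was 697 in control cells and 908 after siSFPQ, the promoter-TSS share was 3.74 points lower after siSFPQ and no category passed. Over every peak in the files the counts were 6643 and 2816 and 12 categories passed.

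**Figure D2:**
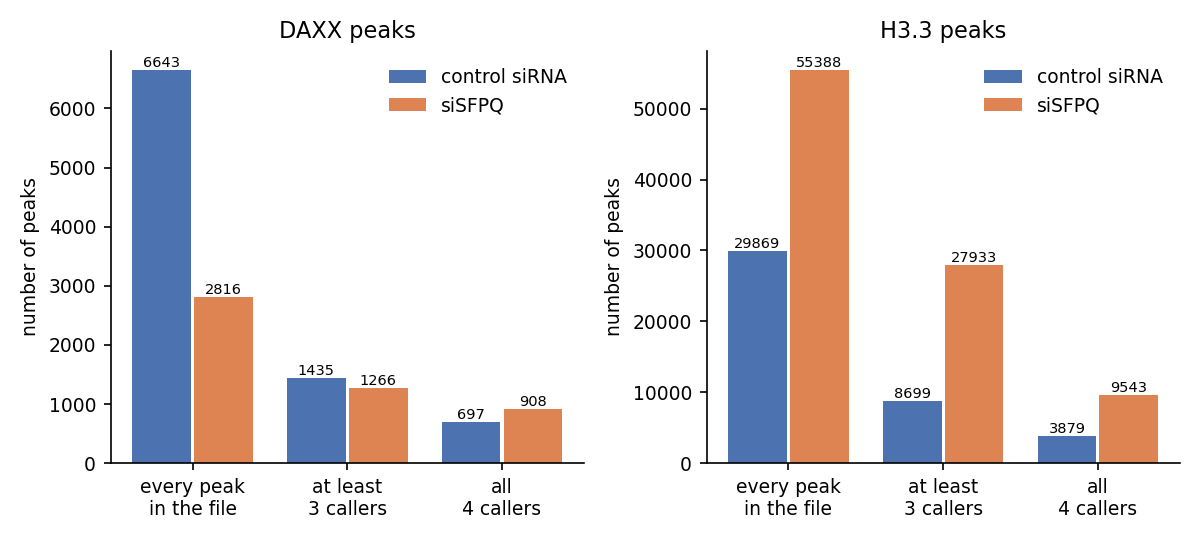
Number of DAXX (left) and H3.3 (right) peaks in control and siSFPQ cells, for every peak in the files, peaks named by at least 3 callers and peaks named by all 4. The DAXX lists held 6643 and 2816, then 1435 and 1266, then 697 and 908 peaks.

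**Figure D3:**
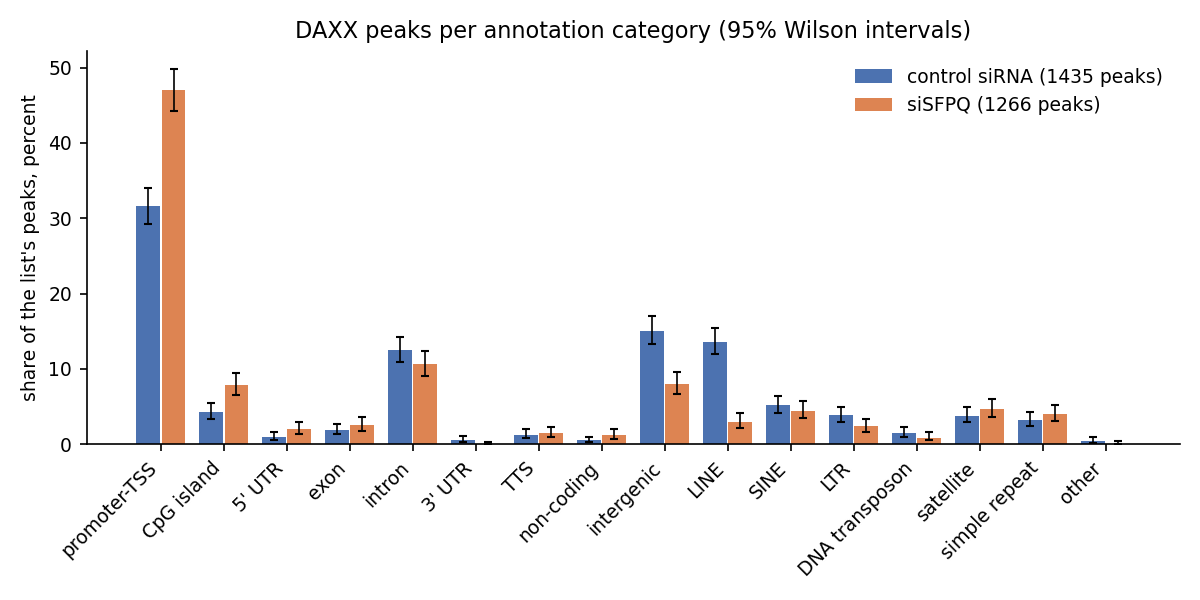
Share of DAXX peaks per annotation category (percent) in control cells (1435 peaks) and after siSFPQ (1266 peaks), with 95% Wilson intervals. The promoter-TSS share was 31.6% and 47.0%, the LINE share 13.6% and 3.00%.

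Peak by peak, DAXX stayed listed at promoters and left the lists at LINE and intergenic sites. A siSFPQ DAXX peak overlapped 435 of 453 control peaks at promoter-TSS regions (96.0%, 93.8 to 97.5) and 57 of 62 at CpG islands. It overlapped 20 of 195 control peaks in LINE elements (10.3%, 6.74 to 15.3) and 48 of 216 in intergenic sequence. Satellites kept 38 of 54 peaks, alpha satellite 22 of 35 and SatIII-type repeats 8 of 18. In all, 789 of 1435 control peaks were kept (55%, 52.4 to 57.5), 138 times random placement (permutation p = 0.000999), and 480 of 1266 siSFPQ peaks (37.9%) had no control peak.

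The kept promoters with the highest control fold were MIR663A (51.8, chromosome 21, 8251800 to 8252607), AKAP11, an anchoring protein of protein kinase A (40.7, chromosome 13, 42271397 to 42272799), and DENR, a translation factor (37.2, chromosome 12, 122752000 to 122753678). The first rank of MIR663A rests on HOMER (681), since MACS2 and SICER2 gave 15.4 and 13.3, below their values for AKAP11 (31.5 and 39.1) and DENR (34.9 and 32.7). CDK12, a kinase of RNA polymerase II, had 31.6 and NCAPG, a condensin subunit, 31.1. PSMD5, ARF3, ERCC6L2, CHAF1A and SKA3 followed. CHAF1A encodes a subunit of the histone chaperone CAF-1. Only 18 promoter-TSS peaks were lost, with control folds led by PSMD10 (6.57, chromosome X, 108090893 to 108091833), FGF11 (5.35, chromosome 17, 7439748 to 7440799) and HIST1H4K (4.39, chromosome 6, 27831181 to 27831999). CARF, ZNF155, LOC105377621, COL6A4P1, NEGR1, ANXA5 and WDR59 followed. Of promoter-TSS peaks listed after siSFPQ alone, 166 in number, the highest folds were at UPF3B, a factor of nonsense-mediated decay (7.76, chromosome X, 119852715 to 119853469), LACC1 (6.89, chromosome 13, 43879073 to 43880113) and SMARCA1, a chromatin remodeller (6.02, chromosome X, 129523119 to 129524066). FUNDC1, ALKBH2, DIS3, SLC35E2A, LOC732265, CBWD5 and UBL3 followed.

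Lost and kept peaks also differed in sequence and in the callers that named them. With control peaks split by GC content into 5 strata of equal size, the lost share was 97.9% in the lowest and 5.57% in the highest. Genrich had named 817 control peaks, of which 719 were kept, while 70 of the other 618 were kept. The kept share of all control peaks was 21.9% over every peak in the files and 90.2% with all 4 callers, and absence from a list is not absence of DAXX.

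**Figure D4:**
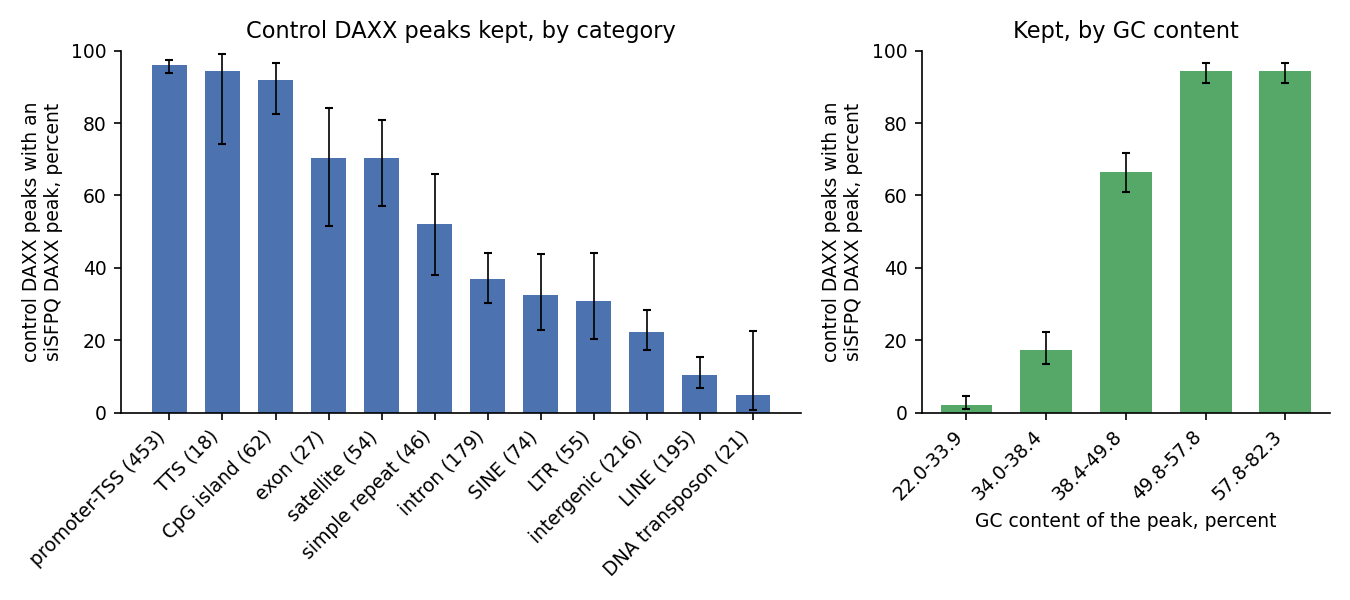
Share of control DAXX peaks that overlap a siSFPQ DAXX peak (percent, 95% Wilson intervals), by annotation category with at least 18 control peaks (number in brackets, left) and by 5 strata of the peaks' GC content (right). Promoter-TSS peaks were kept in 96.0% of cases and LINE peaks in 10.3%.

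Whether DAXX peaks left the list where SFPQ had been bears on a direct dependence on SFPQ. A peak that weakened but stayed listed counts as kept here. Of the 150 DAXX peaks shared with SFPQ, 77 were lost (51.3%, 43.4 to 59.2), against 569 of 1285 others (44.3%, 41.6 to 47.0). The odds ratio was 1.33 (0.946 to 1.86) and did not pass (p = 0.118, Fisher's exact test, two-sided). The classes differed: among satellite peaks 4 of 34 shared and 12 of 20 other peaks were lost, and among intergenic peaks 21 of 44 and 147 of 172. In introns 10 of 10 shared and 103 of 169 other peaks were lost. Within annotation categories the odds ratio was 0.551 (0.360 to 0.843) and within 5 strata of the control fold 0.492 (0.329 to 0.737), so its direction turned. The strata of fold disagreed: the odds ratio was 0.257 and 0.383 in the 2 with the lowest folds, and 4.61 (1.17 to 18.2) and 4.29 (0.476 to 38.6) in the 2 with the highest, where 3 of 15 and 1 of 10 shared peaks were lost. Within 5 strata of GC content it was 0.315 (0.203 to 0.490). It was 3.27 with all 4 callers and 6.04 (2.66 to 13.7) outside satellites, simple repeats and background peaks, but 0.830 (0.264 to 2.61) in that set within 5 strata of GC content.

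The H3.3 lists address whether H3.3 moves when SFPQ is depleted. The siSFPQ list held 27933 H3.3 peaks and the control list 8699, a ratio of 3.21, and the peaks covered 194 Mb and 93.4 Mb. The added peaks were spread over the categories. SINE elements made up 16.5% of control and 19.5% of siSFPQ peaks, led by AluS with 8.31% and 10.3%. Alpha satellite went the other way, with 17 and 3 peaks, as did SatIII-type repeats, with 8 and 4. The region within 2 Mb of an alpha satellite peak had more peaks after siSFPQ, 212 and 359, but a lower share of the longer list (2.44% and 1.29%). Satellites as a whole had 29 and 31 peaks. Shares of listed peaks do not measure signal, and the study's ChIP-PCR found less H3.3 at AluS and AluY repeats after SFPQ depletion. A siSFPQ peak overlapped 6982 of 8699 control peaks (80.3%, 79.4 to 81.1), but 3 of 17 at alpha satellite, and 20361 siSFPQ peaks (72.9%) had no control peak.

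Of the 16 categories, 6 passed. Intergenic peaks had a lower share after siSFPQ (22.2% and 17.6%, adjusted p = 2.3e-19, Fisher's exact test), as did satellites (0.333% and 0.111%, adjusted p = 0.00024), while SINE (adjusted p = 3.1e-09), promoter-TSS (5.07% and 5.91%, adjusted p = 0.00879), exons (adjusted p = 0.00484) and 3' UTRs (adjusted p = 0.00879) had a higher one. Of 26 families and regions, 7 passed. By Fisher's exact test, AluS (adjusted p = 5.3e-07), AluJ (adjusted p = 4.4e-05) and AluY (adjusted p = 0.0239) had a higher share, and alpha satellite (adjusted p = 1.7e-07), its surroundings within 2 Mb (adjusted p = 1.5e-11), SatIII-type repeats (adjusted p = 0.0101) and L1PA and L1HS (adjusted p = 0.0239) a lower one. The kept promoter-TSS H3.3 peaks with the highest control fold were ECSIT (9.79, chromosome 19, 11528557 to 11529799), PRR12 (6.60, chromosome 19, 49586000 to 49595999) and YIPF3 (6.57, chromosome 6, 43514800 to 43518199). These folds depend on HOMER, which gave ECSIT 38.6 and PRR12 26.3, while MACS2 gave ECSIT 2.64, SICER2 gave ECSIT 9.21 and PRR12 1.65, and for YIPF3 MACS2 and SICER2 gave 2.83 and 2.51. SLC17A5, PELI3, RSRP1, UBE2D4, RABEP2, ZCWPW2 and ITPRIP followed. With lists of equal length the intergenic, exon and 3' UTR differences reversed (0.0690, -0.0460 and -0.0805 points), and SINE, satellites, SatIII-type repeats, AluS, AluJ and AluY did not pass. Without peaks over background peaks the SatIII-type difference reversed (0.00377 points), and promoter-TSS (0.628 points), satellites, AluY and L1PA and L1HS did not pass. Over every peak in the files the count ratio was 1.85 and the promoter-TSS share was 0.173 points lower after siSFPQ. Of the 17 control alpha satellite peaks, 9 overlapped a siSFPQ-over-control background peak and 8 a control-over-siSFPQ one.

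H3.3 at DAXX and SFPQ peaks shows whether the chaperone and its histone sit together. Control H3.3 peaks overlapped 257 of 1435 control DAXX peaks (17.9%), 3.91 times random placement, and siSFPQ H3.3 peaks overlapped 654 of 1266 siSFPQ DAXX peaks (51.7%, 48.9 to 54.4), 4.60 times (both permutation p = 0.000999). DAXX peaks that were kept carried H3.3 more often in control cells than those that were lost, 26.4% against 7.59% (odds ratio 4.36, 3.13 to 6.08, p = 1.5e-21, Fisher's exact test). GC content also differed between them (median 54.35% against 34.48%) and was not held fixed in that test. Of 985 SFPQ peaks, 114 overlapped a control H3.3 peak (11.6%), 1.79 times random placement (permutation p = 0.000999), and 80 overlapped a siSFPQ H3.3 peak, 0.631 times (one-sided permutation p of fewer = 0.000999). The difference in H3.3 between kept and lost DAXX peaks did not pass with all 4 callers (odds ratio 1.35, p = 0.590, Fisher's exact test). The excess of control H3.3 at SFPQ peaks did not pass without peaks over background peaks (1.10 times, permutation p = 0.304), and the ratio for siSFPQ H3.3 was 1.50 with placement matched on GC content.

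The fold over background describes how strong the listed peaks were. The median fold of H3.3 peaks was 3.45 in control cells and 3.06 after siSFPQ, that of DAXX peaks 3.71 and 4.34, and that of SFPQ peaks 2.65. With the siSFPQ H3.3 list shortened to its 8699 highest folds, the length of the control list, its median was 3.56, above that of control cells. At the 6982 control H3.3 peaks kept, the median log2 difference, siSFPQ minus control, was -0.13 (-0.14 to -0.12). It was -0.12 at promoter-TSS regions, -0.17 in introns, -0.16 in LINE elements and -0.13 in SINE elements. At the 789 DAXX peaks kept it was -0.00 (-0.04 to 0.03). The callers differed for H3.3: the HOMER fold was lower (-0.65), and the MACS2 and SICER2 folds were higher (0.10 and 0.28). Each value covers only peaks with that caller's fold in both lists, 6275 for HOMER, 6318 for MACS2 and 6979 for SICER2. At those 6275 peaks the median HOMER fold was 7.34 in control cells and 4.60 after siSFPQ. Each list has its own background libraries, so these values describe the lists and give no test of a change.

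**Figure D5:**
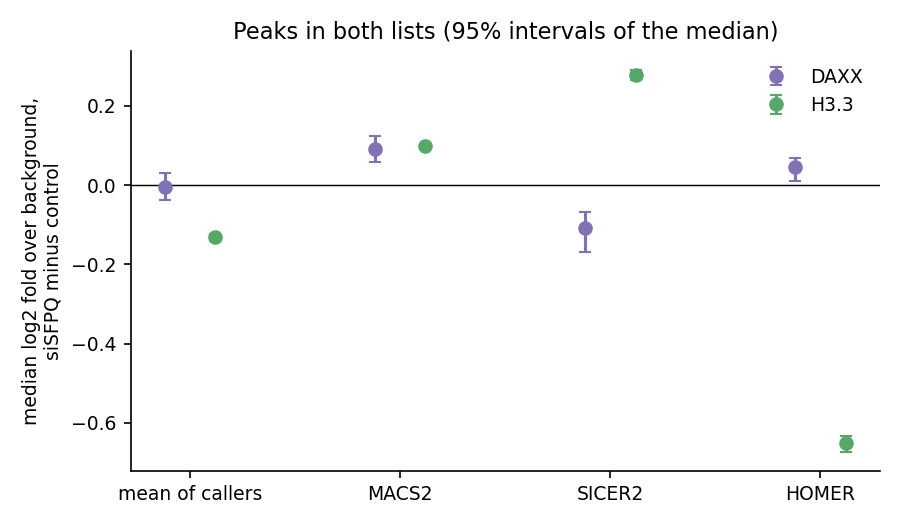
Median log2 fold over background, siSFPQ minus control, at control peaks that are also in the siSFPQ list, for the mean of the callers and each caller, with 95% intervals of the median over peaks. For H3.3 the HOMER fold was -0.65 and the SICER2 fold 0.28.

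In the direct lists the siSFPQ ChIP was called against the control ChIP, which addresses where the siSFPQ signal was higher. The DAXX list held 81 peaks and the H3.3 list 2336. At promoter-TSS regions lay 10 of the DAXX peaks (12.3%, 6.85 to 21.3) and 98 of the H3.3 peaks (4.20%). The highest DAXX folds were between genes on chromosome 16 (4.61, 51621382 to 51622599, nearest gene LINC01571), in an intron of RDM1P5 (4.43, chromosome 17, 39075861 to 39077199) and between genes on chromosome 14 (4.35, 106663600 to 106664641, nearest gene LINC00221). LOC100506585, PHLDA3, MIR548AO, ARID1B, FAM20C, C1QTNF12 and MAL followed. The highest H3.3 folds were in introns of ABHD12B (5.95, chromosome 14, 50881200 to 50881858) and FGL1 (5.37, chromosome 8, 17883600 to 17884399) and near PHF7 (4.85, chromosome 3, 52425380 to 52426261). B4GALT6, LINC02606, KIF24, GFRA3, DDX60, PTPRE and APAF1 followed. MACS2 gave no fold for ABHD12B, FGL1, PHF7, B4GALT6, KIF24 and GFRA3, so their rank rests on SICER2 and HOMER. It gave 2.27 to 2.57 for the rest of these 10. Of the direct DAXX peaks, 47 overlapped a siSFPQ DAXX peak, 30 a control one and 34 neither, while 31 (38.3%) lay over a siSFPQ-over-control background peak and 25 over a control-over-siSFPQ one. Of the direct H3.3 peaks, 1838 overlapped a siSFPQ H3.3 peak, 739 a control one and 476 neither, while 187 (8.01%) lay over a siSFPQ-over-control background peak and 123 over a control-over-siSFPQ one. The peaks at ABHD12B, FGL1 and PHF7 and the DAXX peak in RDM1P5 overlapped no peak of the siSFPQ list of the same protein. With all 4 callers the lists held 10 and 276 peaks, and over every peak in the files 1683 and 18233.

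Among gene groups near promoter-TSS peaks, ribosomal protein genes stood out in the control DAXX list, with 11 of the 24 that had such a peak in any list (odds ratio 4.28, 1.90 to 9.61, adjusted p = 0.0487 over 60 tests, Fisher's exact test). Among those with the highest folds were RPS19 (22.3, chromosome 19, 41858400 to 41861199), RPL17 (15.8, chromosome 18, 49491874 to 49493166) and RPS15 (9.87, chromosome 19, 1437793 to 1439140). In the siSFPQ DAXX list 12 of 24 had a peak, which did not pass (adjusted p = 0.0683, Fisher's exact test). The comparison set was the 2700 genes with a promoter-TSS peak in any list, 1631 of them in the siSFPQ H3.3 list. In that H3.3 list 9 of the 24 had a peak (odds ratio 0.390, adjusted p = 0.337, Fisher's exact test). The DAXX excess is thus relative to these lists and not to all promoters. No group passed with all 4 callers.

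At the loci fixed beforehand, DAXX was listed in both lists at the promoters of WRNIP1 (fold 7.47 in control cells and 7.25 after siSFPQ), NONO, a partner of SFPQ (15.8 and 12.3), and SFPQ itself (5.35 and 3.80). It was also listed in both at an inner promoter of SSH2 (4.71 and 5.20). H3.3 covered NEAT1, the RNA that scaffolds paraspeckles, in both lists (3.69 and 3.49), as well as MALAT1 (3.42 and 3.40), SFPQ (3.90 and 4.12) and H3-3B (2.93 and 2.81). SFPQ, NEAT1, H3-3A and H3-3B also had a peak in the direct H3.3 list. A DAXX peak at H3-3B (2.39) and H3.3 peaks at the promoters of DAXX (3.24), PML (3.47), SSH1 (4.27), SSH2 (3.40) and SSH3 (3.21) were in the siSFPQ lists alone, although the whole control file held H3.3 peaks that 2 callers named at the promoters of DAXX (3.51) and SSH2 (4.50). H3-3A went the other way in listing alone. It had a promoter H3.3 peak in control cells (5.24) and, after siSFPQ, one that only 2 callers named (2.07), beside an intronic peak (3.18). The control fold rests on HOMER (16.2), while SICER2 gave 1.69 in both lists. The direct H3.3 list held a peak over this promoter (2.19), so these values show no lower H3.3 there after siSFPQ. PDE3A and SYCP2 had no DAXX peak named by 3 callers, and SYCP2 had an intronic SFPQ peak (2.50, chromosome 20, 59860200 to 59878799). ATRX and TERT had no peak in any list. SFPQ was not listed at WRNIP1, NONO or its own gene.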

Values the study reported

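The study reported 6375 SFPQ peaks and 6643 DAXX peaks in control cells, and 2816 DAXX peaks after SFPQ knockdown. It gave the promoter-TSS share of DAXX peaks as 9.54% in control cells and 21.12% after knockdown, and the share in CpG-rich domains as 1.99% and 5.34%. For H3.3 in control cells it gave shares of 5.24% at promoter-TSS regions and 1.02% in CpG-rich domains. It counted 1331 of 5168 DAXX peaks as overlapping SFPQ sites in control cells. The number of H3.3 peaks was given as 29869 in control cells and 55388 after knockdown.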

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

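Chosen only after their results were seen were the test of the overlap outside satellites, simple repeats and background peaks, the split of DAXX peaks by Genrich, the finer GC strata and the 3 tests of the H3.3 fold, while placement matched on GC content, the 5 strata of GC content and SFPQ peaks over the siSFPQ background were added after other results, with what each would show written before its own result.

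The GC content of the peaks set some lists apart from random windows. The median was 33.5% for SFPQ peaks, 38.4% for SFPQ peaks called against the siSFPQ background and 53.5% for DAXX peaks after siSFPQ. For random windows of the same chromosomes and widths it was 39.5%, 40.3% and 40.6%. These distances from random windows lay outside the range of the 2 lists of background against background, with medians of 48.1% and 41.2%. Genrich named 96 of the 985 SFPQ peaks called against the control background and 717 of the 722 called against the siSFPQ background.

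Control DAXX peaks overlapped SFPQ peaks more often than random placement. Each of 3 technical causes is argued against as the whole cause: the shared control background (6.32 times random placement with SFPQ called against the siSFPQ background), pile-up in satellites, simple repeats and background peaks (10.8 times outside them) and a common preference for AT-rich sequence (9.84 times with matched GC content). Within annotation categories the shared peaks were lost less often (odds ratio 0.551, 0.360 to 0.843), which met the written mark against SFPQ keeping DAXX listed there. However, 82 of the 150 shared peaks lay over a background-against-background peak, and such peaks may stay listed whatever SFPQ does. Without strata the odds ratio was 1.33 (0.946 to 1.86), 2.49 without peaks over background peaks and 3.27 with all 4 callers. Whether SFPQ keeps DAXX listed at the shared peaks thus stays open. A shared peak that lost signal but stayed listed counts as kept, so a drop in signal at listed peaks was not tested. The study's ChIP-PCR found less DAXX at alpha satellite, SatII and SatIII repeats after SFPQ depletion. Outside satellites, simple repeats and background peaks 35 of 42 shared and 535 of 1181 other peaks were lost, but the shared ones had a median GC content of 33.2% against 47.3%, and within 5 strata of GC content the odds ratio was 0.830 (0.264 to 2.61), so the tables cannot tell whether SFPQ holds DAXX there. The technical causes acting together were not tested, and neither was the depletion of SFPQ.

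Promoter-TSS peaks made up more of the DAXX list after siSFPQ. Weak peaks were lost first (77.0% and 83.3% in the 2 strata of lowest control fold, 5.92% and 2.79% in the 2 of highest). With all 4 callers the difference reversed (-3.74 points). A lower fold of non-promoter peaks is argued against as the whole cause, since within 5 strata of control fold these were still lost more often (odds ratio 14.7, 8.62 to 25.2). GC content in place of promoters met its written mark for being argued against within 5 strata of GC content (5.49, 3.15 to 9.57). Within 20 strata the odds ratio was smaller (3.59, 2.0 to 6.45), with its lower bound under that mark. GC differences remain within the strata, so whether GC content is the whole cause cannot be settled here. Fewer usable reads after siSFPQ, an explanation considered after the result and not among the written predictions, would not by itself give 595 promoter-TSS peaks in place of 453. More listed promoters need not mean more DAXX there. At the 435 kept promoter-TSS peaks the median log2 fold difference, siSFPQ minus control, was -0.0008 (-0.04 to 0.05). Of the 81 direct DAXX peaks, 10 (12.3%) lay at promoter-TSS regions. The whole files held 634 and 818 promoter-TSS DAXX peaks. A GC bias between the libraries could have taken part, since outside promoters and CpG islands peaks only in the siSFPQ list were 12.9 points richer in GC than those only in the control list, and so could the caller, since among peaks that Genrich named the promoter-TSS share was not higher after siSFPQ (-2.94 points, -7.40 to 1.55). A true loss of DAXX outside promoters stays open beside these and was not tested apart from them.

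The median fold of H3.3 peaks over background was lower after siSFPQ. Weak peaks added to the siSFPQ list are argued against as the whole cause of a lower mean over callers, since at peaks in both lists this mean was lower as well (log2 -0.13, -0.14 to -0.12), which rests on HOMER. They may still be part of it: in the siSFPQ list shortened to the length of the control list the median was 3.56 against 3.45, although keeping the highest folds raises the median of any list. The callers scaling the fold in different ways may explain it, since at the same peaks the SICER2 fold was higher (0.28). Whether less H3.3 lay at the same places cannot be told from a HOMER fold that was lower (-0.65) while those of 2 callers were higher. The study has other evidence on this. It reported a lower H3.3 peak height in every category and a lower area under the curve after knockdown. Its ChIP-PCR found less H3.3 at satellite, telomeric, LINE, AluY and AluS repeats, with canonical histone H3 unchanged.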

How the results depend on the processing

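Chosen only after the results were seen were the lists and folds of single callers and the lists outside satellites, simple repeats and background peaks, while placement matched on GC content, 5 strata of GC content and SFPQ peaks over the siSFPQ background (in the overlap and the loss) were added after other results but before their own; the categories and families followed here were limited, also afterwards, to those past the threshold in the main setting with promoter-TSS, satellite and alpha satellite. Among 336 alternatives, those kept in direction, side of the threshold and size were 93 for values that answer a comparison and 73 for others. Unless the construction shows it, as for counts with more or fewer callers, the cause was not tested.

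The overlap of SFPQ and DAXX stayed above random placement in every alternative, from 6.32 to 124 times. No paired analysis was possible because the lists pool the replicates, and leave-one-out was not run for the same reason. No alternative could leave background lists without background peaks, and gene groups could not be counted in base pairs. Depth per sample is unknown from the lists, so how far it limits the number of weak peaks could not be measured.

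Over every peak in the files, as with at least 2 callers, the lists held 6375 and 6137 SFPQ peaks (control and siSFPQ background), 6643 and 2816 DAXX peaks, 29869 and 55388 H3.3 peaks, 1683 direct DAXX, 18233 direct H3.3 and 991 and 2484 background peaks. The count ratio was 0.424 for DAXX and 1.85 for H3.3. For DAXX 12 categories and 16 families passed, for the shared peaks 9 families, and 3 gene groups. The H3.3 promoter-TSS share was lower after siSFPQ (-0.173 points). The share of control peaks kept was 21.9% for DAXX and 78.3% for H3.3, the share only after siSFPQ 49.3% and 55.6%, and the odds ratio of loss turned to 0.553.

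With all 4 callers the lists held 59 and 40 SFPQ peaks, 697 control DAXX peaks, 3879 and 9543 H3.3 peaks, 10 direct DAXX, 276 direct H3.3 and 0 and 44 background peaks. The DAXX count ratio reversed to 1.30 and the H3.3 ratio was 2.46. For DAXX no category and no family passed (0 and 0), and the differences reversed at promoter-TSS (-3.74 points), intergenic sequence (0.582), satellites (-0.203) and alpha satellite (-0.190). For H3.3 2 categories and 3 families passed, and 0 gene groups. Kept were 90.2% of control DAXX and 69.1% of control H3.3 peaks, and 30.8% and 69.7% of siSFPQ peaks had no control peak. The odds ratio of loss was 3.27, that of H3.3 at kept against lost DAXX peaks 1.35, and SFPQ peaks met siSFPQ H3.3 peaks 2.63 times as often as random placement, in the opposite direction.

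Without peaks over background peaks the SFPQ list over the siSFPQ background held 373 peaks and the direct DAXX list 48, or 50 without those over a siSFPQ-over-control background peak. The H3.3 count ratio was 3.42 and 75.3% of its siSFPQ peaks had no control peak. The DAXX alpha satellite difference reversed (-0.0742 points), the H3.3 promoter-TSS difference (0.628) did not pass, and neither did that of SatIII-type repeats, which reversed (0.00377). For H3.3 4 families passed, and 2 gene groups. SFPQ peaks met control H3.3 peaks 1.10 times as often as random placement, and the odds ratio of loss was 2.49.

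With a fold of at least 2 the direct lists held 46 DAXX and 1541 H3.3 peaks and the control-over-siSFPQ background list 15. By covered base pairs the promoter-TSS difference was 4.02 points for DAXX and 1.61 for H3.3. With lists of equal length 2 H3.3 categories, 3 H3.3 families and 0 gene groups passed, the H3.3 differences reversed in exons (-0.0460 points), 3' UTRs (-0.0805) and intergenic sequence (0.0690), and the median fold was 4.06 for control DAXX and 3.56 for siSFPQ H3.3 peaks, which reversed the order against control H3.3 peaks (3.45). At peaks in both lists it was 5.85 and 6.18 for DAXX and 3.43 and 3.11 for H3.3. By single caller the median log2 difference there was 0.091 (MACS2), -0.11 (SICER2) and 0.045 (HOMER) for DAXX, and 0.10, 0.28 and -0.65 for H3.3.

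With an overlap of 50% of both peaks, 42.6% of control DAXX and 55.2% of control H3.3 peaks were kept, 51.7% and 82.8% of siSFPQ peaks had no control peak, SFPQ peaks met siSFPQ H3.3 peaks more often than random placement (1.81 times), and the odds ratio of loss turned to 0.440. That odds ratio also turned within 5 strata of control fold (0.492), within categories (0.551), with loss from the whole file (0.705), with SFPQ over the siSFPQ background (0.524) and within 5 strata of GC content (0.315), and it was 6.04 outside satellites, simple repeats and background peaks. With placement matched on GC content SFPQ peaks met siSFPQ H3.3 peaks 1.50 times as often as random placement. Of SFPQ peaks over the siSFPQ background, 19.3% overlapped one over the control background.

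By single caller the DAXX count ratio was 0.623 with MACS2, 0.436 with SICER2, 0.394 with HOMER and, reversed, 1.46 with Genrich, and the H3.3 ratio 6.39, 1.70, 1.15 and 2.14.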

Other observations

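Chosen only after the results were seen were the background peaks at alpha satellites, the tests of H3.3 at kept and lost DAXX peaks by promoter, and the shares over whole files.

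Repeats near centromeres carried peaks of the background libraries as well. Of alpha satellite peaks, 9 of 17 in the control H3.3 list, 7 of 35 in the control DAXX list, 13 of 36 in the siSFPQ DAXX list and 18 of 46 in the SFPQ list overlapped a siSFPQ-over-control background peak. No alpha satellite peak of the siSFPQ H3.3 list, which had 3, did so. A control-over-siSFPQ background peak was overlapped by 8, 8, 11 and 13 peaks of the same lists, in that order, and by 1 of the 3 in the siSFPQ H3.3 list.

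DAXX peaks kept after siSFPQ outside promoters carried control H3.3 in 33.3% of cases, and those lost in 7.64% (p = 5.6e-24, Fisher's exact test). At promoter-TSS regions these shares were 20.7% and 5.56%, the latter from 1 of 18 peaks (p = 0.142, Fisher's exact test). GC content was not held fixed in either comparison. Outside promoters and CpG islands its median was 47.9% in kept and 34.3% in lost peaks. Zinc finger genes had a promoter-TSS DAXX peak in control cells for 19 of 64 genes, which did not pass (adjusted p = 0.148, Fisher's exact test).

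The deposited lists, taken whole, held 6375 SFPQ peaks, 6643 and 2816 DAXX peaks and 29869 and 55388 H3.3 peaks. These whole-list counts equal the counts quoted from the study above.

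Named by at least 3 of the 4 callers were 985 SFPQ peaks, 1435 and 1266 DAXX peaks and 8699 and 27933 H3.3 peaks. All of these are lower than the counts quoted from the study.

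In the lists of peaks with at least 3 callers, 31.6% of control and 47.0% of siSFPQ DAXX peaks lay at promoter-TSS regions, and 4.32% of control DAXX peaks at CpG islands. These shares are higher than those quoted from the study. Over every peak in the files 9.54% of control and 29.0% of siSFPQ DAXX peaks lay at promoter-TSS regions and 1.99% of control DAXX peaks at CpG islands. The control shares equal those quoted from the study, so their gap comes from the number of callers required, while the promoter-TSS share after siSFPQ remains higher than the quoted one. The 595 promoter-TSS peaks with at least 3 callers make up 21.1% of all 2816 peaks in the siSFPQ DAXX file, a share that mixes 2 lists. This is close to the quoted share but not equal to it. The same division gave 6.82% for promoter-TSS peaks of control cells and 3.52% for CpG islands after siSFPQ. Both are lower than the quoted shares, so this division does not reproduce them. The CpG-island share after siSFPQ was 5.79% over every peak in the file and 7.82% with at least 3 callers, both above the quoted one. How the quoted shares were formed is not known here.

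Of the control DAXX peaks with at least 3 callers, 10.5% overlapped an SFPQ peak. It cannot be set against a share from the counts quoted from the study, since their total seems to leave out the shared peaks. Over every peak in the files 1475 of 6643 control DAXX peaks (22.2%) overlapped one. The total of DAXX peaks quoted from the study equals the whole list less these 1475 peaks. It thus matches the number of control DAXX peaks with no SFPQ peak. The study's count of overlapping peaks is lower than 1475, and how it was formed is not known here.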
